# Adaptive genetic mechanisms in mammalian Parp1 locus

**DOI:** 10.1093/g3journal/jkae165

**Published:** 2024-07-26

**Authors:** Yaroslava Karpova, Alexei V Tulin

**Keywords:** PARP1, poly(ADP-ribosyl)ation, PARylation, development, mouse knockout

## Abstract

Poly(ADP-ribose) polymerase 1 (PARP1) is a highly conserved nuclear protein in multicellular organisms that by modulating chromatin opening facilitates gene expression during development. All reported *Parp1* null knockout mouse strains are viable with no developmental anomalies. It was believed that functional redundancy with other PARP family members, mainly PARP2, explains such a controversy. However, while PARP2 has similar catalytic domain to PARP1, it lacks other domains, making the absence of developmental problems in *Parp1* mice knockouts unlikely. Contrary to prior assumptions, in our analysis of the best-investigated *Parp1* knockout mouse strain, we identified persistent mRNA expression, albeit at reduced levels. Transcript analysis revealed an alternatively spliced *Parp1* variant lacking exon 2. Subsequent protein analysis confirmed the existence of a truncated PARP1 protein in knockout mice. The decreased level of poly(ADP-ribose) (pADPr) was detected in *Parp1* knockout embryonic stem (ES) cells with western blotting analysis, but immunofluorescence staining did not detect any difference in distribution or level of pADPr in nuclei of knockout ES cells. pADPr level in double *Parp1 Parg* mutant ES cells greatly exceeded its amount in normal and even in hypomorph *Parg* mutant ES cells, suggesting the presence of functionally active PARP1. Therefore, our findings challenge the conventional understanding of PARP1 depletion effects.

## Introduction

Poly(ADP-ribose) polymerase 1 (PARP1), found abundantly within the nuclei of multicellular organisms, serves as a crucial chromatin remodeling factor and is highly conserved among species. Through the synthesis of poly(ADP-ribose) (pADPr) on other proteins or itself at gene promoters, PARP1 unwraps the chromatin and facilitates the gene expression across various organismal processes, especially in development (D’Amours et al. 1999; Amé et al. 2004; Ji and Tulin 2010; Boamah et al. 2012; Azarm and Smith 2020). Given its significant role in development, PARP1 or PARG deficiency causes developmental arrests in *Drosophila melanogaster* with 1 nuclear PARP protein fulfilling all poly(ADP-ribosyl)ating tasks (Tulin and Spradling 2003). The total depletion of PARP1 in embryos causes embryonic arrest, and totally knockout animal with maternally loaded PARP1 can develop until larval second stage. Hypomorph PARP1 mutants are arrested at late larval third stage and unable to complete the metamorphosis (Tulin et al. 2002; Tulin and Spradling 2003). The mutation in *Parg* gene that encodes the other key player of poly(ADP-ribosyl)ation pathway and the only enzyme that can degrades pADPr—similarly causes developmental arrest in *Drosophila* flies (Bordet et al. 2022).

*Parp1* gene in mammals consists of 23 exons encoding a protein with 3 domains: DNA binding with zinc fingers (ZFs) I, II, and III, automodification (BRCT), and catalytic (WGR and PARP signature) domains (Fig. 1a–c) (Amé et al. 2004). PARP1 activity could be induced in 2 ways: by binding DNA through ZFs and by binding to histones H3 or H4 through C-terminal domains (Ikejima et al. 1990; Pinnola et al. 2007; Thomas et al. 2019). It was proposed that PARP1 activation through DNA is required for initiation of repair mechanisms when poly(ADP-ribosyl)ation serves as a histone remover and DNA repair enzyme attractor (Herceg and Wang 2001). On the contrary, gene activation is facilitated by interaction with H3 or H4 histones in nucleosomes with modified H2A histone variant that induce long-term PARP1 activation leading to chromatin remodeling and gene expression (Kotova et al. 2011; Thomas et al. 2019).

**Fig. 1.**
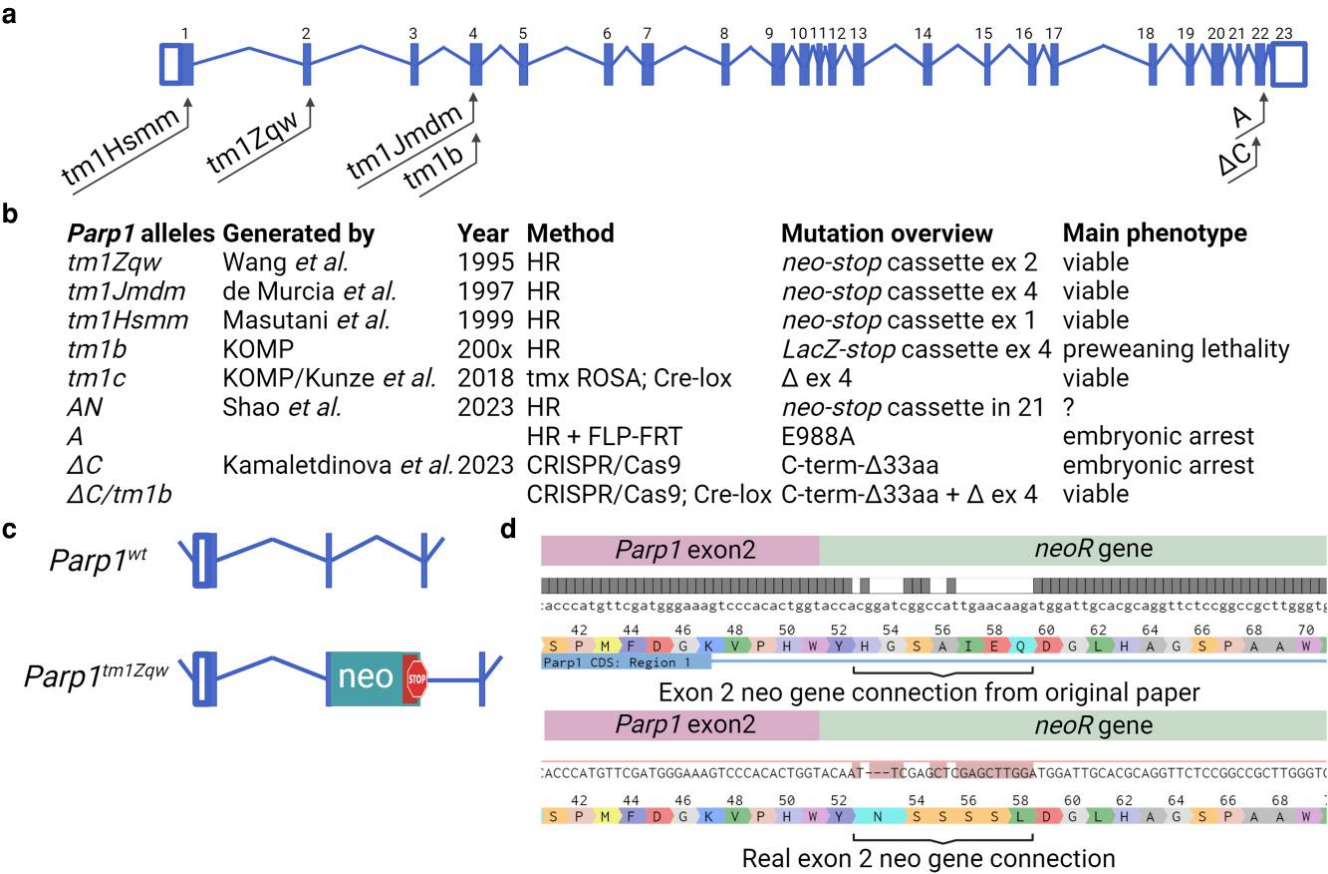
Targeting *Parp1* locus in mice. a) The model of *Parp1* gene. b) *Parp1* mutant mouse strains in whole animals. c) The knockout mice were generated by introducing neo cassette at the end of exon 2. d) The sequence of *Parp1* gene with introduced neomycin (*neo*) resistance cassette at exon 2. The sequence generated from description in the original paper and real sequence of *Parp1* exon 2 with neomycin resistance (*neoR*) gene connection generated from RNAseq experiment.

Three *Parp1* knockout mice lines were generated by different groups in 1995–1999 by *neo* cassette targeting exon 1 (Masutani et al. 1999), 2 (Wang et al. 1995), and 4 (Fig. 1) (de Murcia et al. 1997). Contradictory to studies in *Drosophila*, mice were viable with no developmental pathologies. However, residual poly(ADP-ribosyl)ation activity was still detected in these mice that was attributed to PARP2 activity (Shieh et al. 1998; Amé et al. 1999). However, direct evidence confirming that was not provided due to early embryonic lethality in double knockout mice (Ménissier de Murcia et al. 2003). Since 15 other PARP family members with lower expression were found in mammalian genomes, PARP2 is still the main candidate for functional redundancy with PARP1 (Amé et al. 2004). Nevertheless, the structural difference between PARP1 and PARP2, with PARP2 lacking all domains other than the catalytic one, make it unlikely that PARP2 can fully replace PARP1 functions.

Here, we focus on the most widely used *Parp1* knockout mice line generated by Wang et al. (1995) available through the Jackson Laboratory and demonstrated its hypomorph rather than total knockout nature, as PARP1 with an intact catalytic domain produces at RNA and protein levels.

## Material and methods

### Mice

129S-*Parp1^tm1Zqw/J^* mice (stock #002779) and C57Bl/J mice were obtained from Jackson Lab. 129S-*Parp^1tm1Zqw/J^* mice were transferred to C57Bl/J background by crossing for 7 generations. C57BL/6N-*A^tm1Brd^ Parg^tm2b(KOMP)Mbp^*/TcpMmucd mice were generated in the KOMP project and obtained from UC Davis (stock #048978-UCD) (Austin et al. 2004). All animal experiments were approved by the University of North Dakota Institutional Animal Care and Use Committee (IACUC). *Parg^tm2b(KOMP)Mbp^* mice were genotyped as described previously (Karpova and Tulin 2023). 129S-*Parp1^tm1Zqw/J^* mice genotyping was performed using regular PCR and the following primers:

oIMR6917 AGGTGAGATGACAGGAGATC

oIMR1473 CATGTTCGATGGGAAAGTCCC

oIMR1472 CCAGCGCAGCTCAGAGAAGCCA

### qRT-PCR

Total RNA was isolated from tissues with RNeasy kit according to the manufacturer’s protocol with genomic DNA elimination using g-column (Qiagen). Reverse transcription was performed with M-MLV reverse transcriptase (Invitrogen), and SYBR Green Master Mix (Applied Biosystems) was used for qPCR amplification. GAPDH level was used as a reference. The following primers were utilized:

mPARP1 F1 GGAGACCCGATTGGCTTAAT exon 20

mPARP1 R1 CCCTTGGGTAACTTGCTGATA exon 21

mPARP1 F2 CCTTGGTGGAGTACGAGATTG exon 14–15

mPARP1 R2 ACCTCGCTGAGGATAGAGTAG exon 15

mPARP1 F3 CTGCCTGGAGAAGATAGAGAAG exon 3

mPARP1 R3 GGTACCAGCGGTCAATCATA exon 4

mPARP1 F4 GGCCATCAAGAATGAAGGAAAG exon 4–5

mPARP1 R4 GCCTTCTCCAGCTTACTACTATC exon 5

mPARP1 F5 CAAGAAATGCAGCGAGAGTATT exon 1

mPARP1 R5 GGTACCAGTGTGGGACTTT exon 2

### Transcriptome analysis

RNA was isolated as for qRT-PCR. The quality of RNA was assayed with Bioanalyzer, and RNA samples ranged from 9.9 to 10 were considered for subsequent workflow. Library preparation and sequencing were performed at Novogen. RNA was enriched by poly(A) selection; library was prepared with Ultra II RNA library kit (New England Biolabs) and sequenced on NovaSeq 6000 (Illumina); 150 bp paired end sequencing reads were transferred to CLC Genomics Workbench v12.0, trimmed and aligned to GRCm38 mm10 mouse genome with standard parameters. Trimmed mean of M values normalization and gene expression analysis were performed. Aligned reads for *Parp1* gene genomic locus were selected for presentation. To retrieve sequences of expressed *Parp1* and *neo* cassette, their sequences were blast against all reads generated in RNAseq experiment and assembled.

### PCR analysis

cDNA synthesis was performed as for qRT-PCR and PCR performed using Hot Start Taq 2× Master Mix (New England Biolabs) and the following primers:

mPARP1 F8 GAGAGGCTTTATCGAGTGGAGT exon 1

mPARP1 R5 GGTACCAGTGTGGGACTTT exon 2

mPARP1 R3 GGTACCAGCGGTCAATCATA exon 4

The band corresponding exon 1–exon 4 amplicon was extracted with Gel extraction kit (Qiagen), and Eton Bioscience performed Sanger sequencing.

### Western blotting

Western blotting was performed as described previously (Johnson et al. 2022). Tissue and cell lysates were normalized on protein level and separated on 14% SDS-PAGE (Thermo Fisher) and transferred to nitrocellulose membrane (Thermo Fisher). The blots were blocked with 5% nonfat milk (Rockland) and stained overnight at 4°C with primary antibodies against pADPr (1:1000, sc-56198, Santa Cruz), β-actin (1:5000, A2228, Millipore Sigma), β-tubulin (1:20.000, B512, Sigma), PARP1 (1:1000, ab6079, Abcam), PARP1 (1:1000, 9542T, Cell Signaling), PARP1 (1:1000, ab32138, Abcam), and PARP1 (1:1000, MCA1522G, Serotec), or with special reagent against pADPr (1:2000, MABE1031, Millipore Sigma), and corresponding secondary antibodies anti-mouse HRP (1:3000, G21040, Invitrogen) and anti-rabbit HRP (1:1500, Perkin Elmer) for 1 h at room temperature.

### ES cell line generation and culturing

E3.5 blastocysts were obtained from timed pregnant females. To eliminate the zonae pellucidae, blastocysts were subjected to incubation in EmbryoMax Acidic Tyrode's Solution (Millipore Sigma). Zonae-free blastocysts were plated on gelatinized culture 96-well plates (Nunc) in ES culture media: KO DMEM (Gibco), 15% KO serum replacement (Gibco), 1× nonessential amino acids (Thermo Fisher), 1× Pen/Strep (Thermo Fisher), 1× Glutamax (Thermo Fisher), 0.1 mM 2-mercaptoethanol (Millipore Sigma), 5 µg/mL insulin, 1 µM PD0325901 MEK inhibitor (Stemcell Technologies), 3 µM CHIR99021 GSK3 inhibitor (Stemcell Technologies), and 200 U/mL LIF factor (Millipore Sigma). Upon formation of ES-like colonies, they were dissociated into individual cells using Accutase solution (Innovative Cell Technologies) and passaged as P0. ES cell sex was carried out using standard PCR with primers SX_F (GATGATTTGAGTGGAAATGTGAGGTA) and SX_R (CTTATGTTTATAGGCATGCACCATGTA) as previously described (McFarlane et al. 2013), and male ES cells were taken into analysis. *Parg^29b^* ES cells were generated by CRISPR/Cas9 (Karpova et al. 2023). *Parp1 Parg* double knockout ES cells were generated from intercrossed *Parp1^tm1Zqw/1tm1Zqw^ Parg^tm2b/wt^* mice.

### Immunofluorescence staining

ES cells were grown on gelatinized ibidi slides (Ibidi), fixed with 4% paraformaldehyde (Thermo Fisher) for 15 min at room temperature, permeabilized with 0.3% Triton X-100 (Sigma), and blocked with 5% normal goat serum (Abcam). Primary staining with antibodies against PARP1 (1:1000, 9542T, Cell Signaling) and pADPr (1:500, sc-56198, Santa Cruz) or against pADPr with special reagent (1:2000, MABE1031, Millipore Sigma) was performed for overnight at 4°C. Secondary antibodies anti-mouse Alexa 488 (1:1000, A28175, Invitrogen) and anti-rabbit Alexa 568 (1:1000, A11011, Invitrogen) were used for 45 min at RT. TOTO3 (Thermo Fisher) was used as a DNA/RNA marker. Confocal images were taken on Leica DMi8 microscope. For PARP inhibition experiment, ES cells were grown in culture media supplemented with 10 µM rucaparib (Selleck) or DMSO as a vehicle for 24 h before fixing (Karpova et al. 2023).

### Statistics

Statistical analyses were done using 2-tailed Student's t-test. A *P*-value of 0.05 or less was considered significant.

## Results

### PARP1 expression persists in *Parp1* knockout mice

Wang *et al*. created *Parp1* knockout mice by inserting a *neo-stop* cassette into exon 2 (Fig. 1b and c), resulting in the absence of detectable PARP1 protein products (Wang et al. 1995). The original article noted the presence of only 1 RNA transcript containing the first 2 exons of *Parp1* along with the *neo* cassette. To verify the insertions of *neo* cassette into exon 2 of *Parp1* gene, we performed RNAseq analysis and retrieved all *Parp1* and neomycin resistance gene corresponding reads. This analysis demonstrated the real sequence of connection between gene and inserted cassette that differs from published originally but confirmed the expression of neomycin resistance gene in frame with *Parp1* exons 1 and 2 (Fig. 1d). 

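The RNAseq data used here come from 4 libraries of testis RNA, 2 from control (wild type) mice and 2 from *Parp1* knockout mice. Total RNA with a quality score between 9.9 and 10 was selected for poly(A), and the libraries were sequenced as 150 bp paired-end reads. The authors trimmed the reads, aligned them to the mouse genome GRCm38 (mm10) in CLC Genomics Workbench and counted the reads on the exons of each gene. The deposited table lists 25683 genes, of which 6408 had no read in any library. The total exon reads were 20449210 and 23503503 in the control libraries and 21821073 and 18103863 in the knockout libraries. The deposited titles of both knockout samples name a *Parg* line of the same laboratory, while their genotype label, the series description and the paper name *Parp1*. The levels of *Parp1* and *Parg* in each library are therefore given at the claims. The paper describes that *Parg* line as lacking 4 amino acids of PARG, which need not change the level of *Parg* mRNA. Only the level of *Parp1* therefore bears on which label holds. Both sets of knockout columns carry the same replicate number, so these libraries are named here by their number of reads. Counts were normalized by TMM, as the authors did, and knockout was compared with control by edgeR's quasi-likelihood test over the 15834 genes that passed edgeR's filter on low counts. The TMM factors were 1.01 and 1.01 in the control libraries, 0.928 in the knockout library with more reads and 1.06 in the one with fewer reads. The estimated variation between libraries of a genotype was 15.3% (biological coefficient of variation). The knockout libraries differed from each other more than the control libraries did, with a root mean square difference of 0.55 (log2) over the genes tested against 0.34. On counts simulated for this comparison over 15631 genes, the test recovered 78% of 100 genes changed 2-fold and 100% of 100 genes changed 4-fold. Of 205 genes called, 27 were unchanged, a larger share than an adjusted p of 0.05 aims at. The simulation gave both genotypes the same spread and changed only genes above a minimum expression level. Recovery can therefore be lower in the data themselves, where the knockout libraries differ more. There the smallest change called at an adjusted p of 0.05 was 2.77-fold (*Rps3a1*). *Amd2*, 2.27-fold higher in knockout testis with close values within each genotype, was not called. The simulated recovery of 2-fold changes should thus not be carried over to the data.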

To confirm the lack of *Parp1* mRNA after the inserted cassette, we conducted qRT-PCR in selected tissues that expressed PARP1 at elevated (testis) and medium (liver) levels. Sets of primers after exon 3 detected 4–6-fold reduced but clearly detectable amount of *Parp1* mRNA in knockout mice (Fig. 2a). 

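*Parp1* (ENSMUSG00000026496), which encodes the nuclear poly(ADP-ribose) polymerase that the allele was made to disrupt, lies on chromosome 1 of GRCm38 from 180568924 to 180601254. Its mRNA was present in every library of both genotypes. The control libraries held 1781 and 2035 *Parp1* reads, the knockout library with more reads held 489 and the one with fewer reads held 424. After TMM normalization, *Parp1* stood at 86.4 and 86.0 CPM (reads of the gene scaled to the size of the library) in the control libraries. It stood at 24.1 and 22.1 CPM in the knockout libraries with more and with fewer reads, respectively. These counts cover all annotated exons of the gene together, and reads of single exons or of the neo cassette were not analysed here.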

RNAseq of testis samples from control and knockout mice confirmed the presence of *Parp1* mRNA, with sequencing reads aligned to all *Parp1* exons except exon 2 (Fig. 2b). Differential expression analysis revealed a 3.7-fold decrease in *Parp1* expression in knockout testis, with no alterations for other PARP family members (Fig. 2c). These results indicate that despite the introduction of the *neo* cassette into exon 2 of *Parp1* gene, RNA transcription persists at an elevated level.

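In knockout testis the mRNA of *Parp1* fell by 1.90 on the log2 scale (standard error 0.10, 95% interval -2.16 to -1.64, n = 2 libraries per genotype, adjusted p = 0.0126 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The fitted decrease was 3.73-fold, with a 95% interval from 3.12 to 4.45. Of the other 12 genes of Fig. 2c, 0 passed the same test at an adjusted p of 0.05, whether adjusted over all genes tested or adjusted over the list alone. At an unadjusted p under 0.05 the number was also 0, as it was by DESeq2, edgeR's likelihood ratio test and limma voom. *Parp2*, the paralog that also responds to DNA breaks, had a log2 fold change of 0.08 with a 95% interval from -0.27 to 0.44. *Parg*, which encodes the glycohydrolase that removes poly(ADP-ribose), was at 37.2 and 36.0 CPM in control testis and at 37.5 and 46.3 in the knockout libraries with more and with fewer reads, a log2 fold change of 0.20 (95% interval -0.14 to 0.53). The values of *Parp6*, *Parp10*, *Parp11*, *Parp12* and *Parp16* lay between -0.14 and 0.00, and that of *Parp11* takes either sign with the scaling used. *Parp10*, *Parp11* and *Parp16* take either sign with a library left out, and *Parp16* had a wide 95% interval from -0.93 to 0.79. *Parp8*, *Parp9* and *Parp14* had values of -0.41, -0.54 and -0.73 (95% intervals -0.93 to 0.12, -1.62 to 0.54 and -1.61 to 0.14). *Parp9* held 12 to 30 reads per library and *Parp14* 19 to 45. *Parp3* had a log2 fold change of 0.59 with a wide 95% interval from -1.21 to 2.40, since it stood at 1.63 CPM in the knockout library with more reads and at 9.02 in the other, against 3.51 ± 0.23 (SD, n = 2) in control testis. *Parp4* had a value of 0.63 (95% interval -0.28 to 1.55). Without the knockout library with more reads, *Parp3* (1.36), *Parp4* (1.06) and *Parg* (0.34) passed as higher, and without the one with fewer reads *Parp3* passed as lower (-1.11). Without control replicate 1 or 2 the adjusted p of *Parp1* was 0.0899 or 0.0592 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with log2 fold changes of -1.89 and -1.90.

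**Figure D1:**
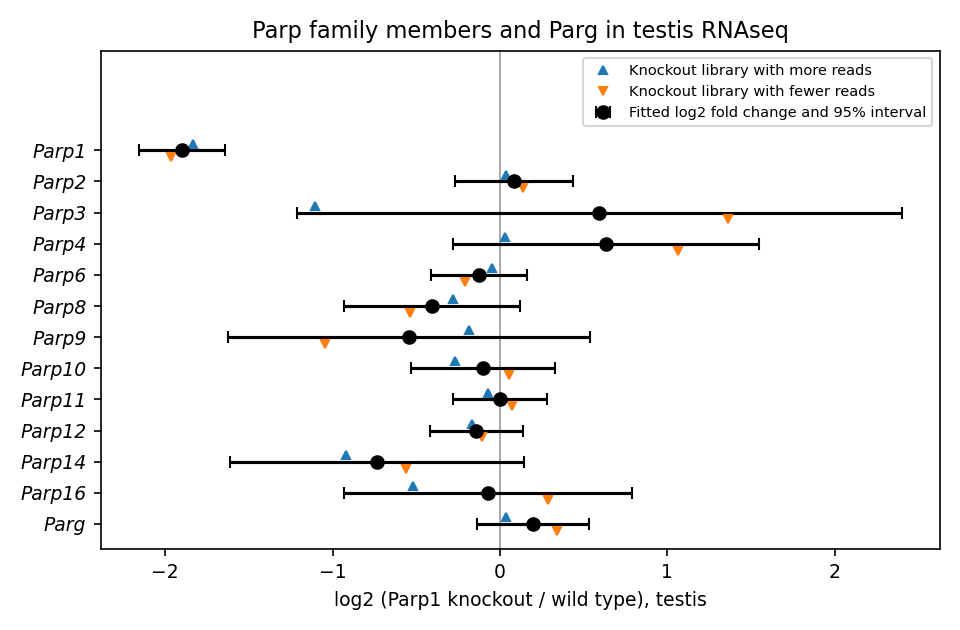
Log2 fold change in knockout against control testis for *Parp1* and the other genes of Fig. 2c. Black points and bars give the fitted value and its 95% interval, and triangles give each knockout library against the mean of the 2 control libraries. *Parp1* lies at -1.90, and the intervals of the other 12 genes include 0.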

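Over the whole transcriptome, 15 genes passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at an adjusted p of 0.05, of which 13 were lower and 2 higher in knockout testis, and each lay on the same side of control in both knockout libraries. Besides *Parp1*, the genes that fell included *Rd3* (log2 fold change -6.09), known as a regulator of retinal guanylate cyclase, which lies 11.4 Mb from *Parp1* on chromosome 1. Also lower were the ribosomal protein genes *Rpl29* (-4.37), *Rpl34* (-4.06) and *Rps3a1* (-1.47), the importin gene *Kpna2* (-4.21) and the translation initiation factor gene *Eif3j1* (-2.52). These 5 genes and the lower gene *Gm8362* (-5.18) each share at least 87.6% of their coding sequence with transcripts of other genes. Their counts can therefore depend on how shared reads were assigned, which was not examined. *Grtp1* (-3.76), the carboxypeptidase gene *Cpn1* (-3.89), the taste receptor gene *Tas1r1* (-3.45) and *Ston1* (-1.79) fell and share no such sequence, and *AC159819.1* (-5.60) fell too. The genes that rose were *Sfi1* (2.50), which encodes a centrosomal protein, and *Atp8b4* (4.46), which encodes a phospholipid-transporting ATPase. With fewer than 5 rises past the threshold, the 5 with the smallest unadjusted p that did not pass were *Csmd1* (1.55), *Ttc22* (1.61), *Ptpro* (1.51), *Amd2* (1.18) and *Zfp990* (1.17), with adjusted p from 0.0588 to 0.0807 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the authors' deposited table 279 genes had an adjusted p below 0.05, 117 higher and 162 lower, and all 15 were among them. Of those 279 genes 275 were tested here, and all 275 had the same direction. Both comparisons use the same libraries and TMM, so this overlap is not independent evidence. The number past the threshold was 193 by DESeq2, 374 by edgeR's likelihood ratio test and 11 by limma voom. It was 5 or 8 without control replicate 1 or 2, and 3735 or 2693 without the knockout library with more or with fewer reads.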

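Gene lists fixed beforehand were compared by the set test camera. Of 24 lists with at least 5 genes tested, 3 passed an adjusted p of 0.05 by camera, all of them lower in knockout testis. With an estimated correlation between genes 0 of the 24 passed, each at an adjusted p of 0.98 by camera. That setting leaves few degrees of freedom with 2 libraries per genotype, so it cannot decide on any single list. By the set test fry the list of spermatogonia passed (adjusted p = 0.0496), and the other 2 did not (0.945 for each). Without the filter on low counts, each of the 3 had an adjusted p of 0.0522 by camera. Markers of spermatogonia, the mitotic germ cells, were lower as a list, with a median log2 fold change of -0.26 over 14 genes (camera, adjusted p = 0.0162), and stood at -0.25 and -0.21 in the knockout libraries with more and with fewer reads. Of the 14, 3 were above 0, 0 passed edgeR's quasi-likelihood test and 2 had an unadjusted p under 0.05. The 3 with the highest expression hardly moved: *Id4* (0.02), *Uchl1* (0.02) and *Dmrt1* (-0.07). The number of spermatogonia was not measured. The mitochondrially encoded genes had a median of -0.25, with all 13 below 0 (camera, adjusted p = 0.0265), and the ribosomal protein genes one of -0.05 over 81 genes (camera, adjusted p = 0.037). These p-values rest on a preset correlation between genes of 0.01. The estimated correlation was 0.934 for the mitochondrial list and 0.54 for the ribosomal list, against -0.06 for spermatogonia. Where genes vary together this much, the preset gives p-values that are too small. Of the ribosomal genes 3 passed edgeR's quasi-likelihood test over all genes tested, and 5 when adjusted over the list alone. The ribosomal list rests on *Rpl29*, *Rpl34* and *Rps3a1*, without which its adjusted p by camera was 0.122 and the median of the other 78 genes was -0.04. Without the knockout library with more reads, without that with fewer reads and without control replicate 2, the mitochondrial list did not pass (camera, adjusted p = 0.165, 0.176 and 0.885), and the spermatogonial list did not pass without the knockout library with more reads (0.0691) or without control replicate 2 (0.0502). The ribosomal list did not pass without control replicate 2 (camera, adjusted p = 0.329) or without the knockout library with fewer reads (0.605, with the direction turned). Of 30 genes of double-strand break repair, 23 of base excision and single-strand break repair, and 16 targets of p53, 0 passed edgeR's quasi-likelihood test. At an unadjusted p under 0.05 there were 1, 2 and 0, and the other tools gave 1 in all, a base excision gene by edgeR's likelihood ratio test. Of 20 genes of NAD metabolism 0 passed over all genes tested, with 3 at an unadjusted p under 0.05, 2 by DESeq2, 2 by the likelihood ratio test and 0 by limma voom. The 2 that passed when adjusted over the list alone were the NAD-dependent deacetylase gene *Sirt2* (0.52) and the nicotinamide methyltransferase gene *Nnmt* (-3.17). Without the knockout library with more reads, 4, 3, 7 and 5 genes of double-strand break repair, base excision repair, p53 targets and NAD metabolism passed, and without the one with fewer reads 1, 5, 1 and 4. Markers of elongating spermatids, among them the protamine genes *Prm1* and *Prm2*, had a median of 0.40 above control in the knockout library with more reads and of -0.68 in the one with fewer reads. Markers of Leydig cells, the steroid-producing cells, stood at -0.28 and 0.46 in the same order, and *Insl3*, one of them, was at 597 and 1796 CPM against 700 ± 113 (SD, n = 2) in control testis.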

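In knockout testis 26.8% of the control level of *Parp1* mRNA remained, with a 95% interval from 22.5% to 32.1%. The counts cover all exons together, also those before the neo cassette. This is therefore not the level of mRNA that runs past the cassette, which the paper measured by qRT-PCR. Compared library by library, the share lay between 25.6% and 28.1%, a narrow range next to the difference between the genotypes. Ranked by CPM among the 15834 genes tested, *Parp1* was at position 2764 in control testis and at position 7107 in knockout testis. It was thus above 82.5% of these genes in control testis and above 55.1% in knockout testis, where their median was 18.2 CPM. CPM is not scaled by gene length, so these positions rank reads per gene and not copies of mRNA. With 2 libraries against 2, an exact permutation test cannot give a two-sided p below 0.33, so the interval rests on the spread modelled over all genes. From its qRT-PCR data (Fig. 2a), the RNAseq reads over all *Parp1* exons except exon 2 (Fig. 2b) and the differential expression (Fig. 2c), the paper states that transcription of *Parp1* persists at an elevated level with the neo cassette in exon 2.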

**Fig. 2.**
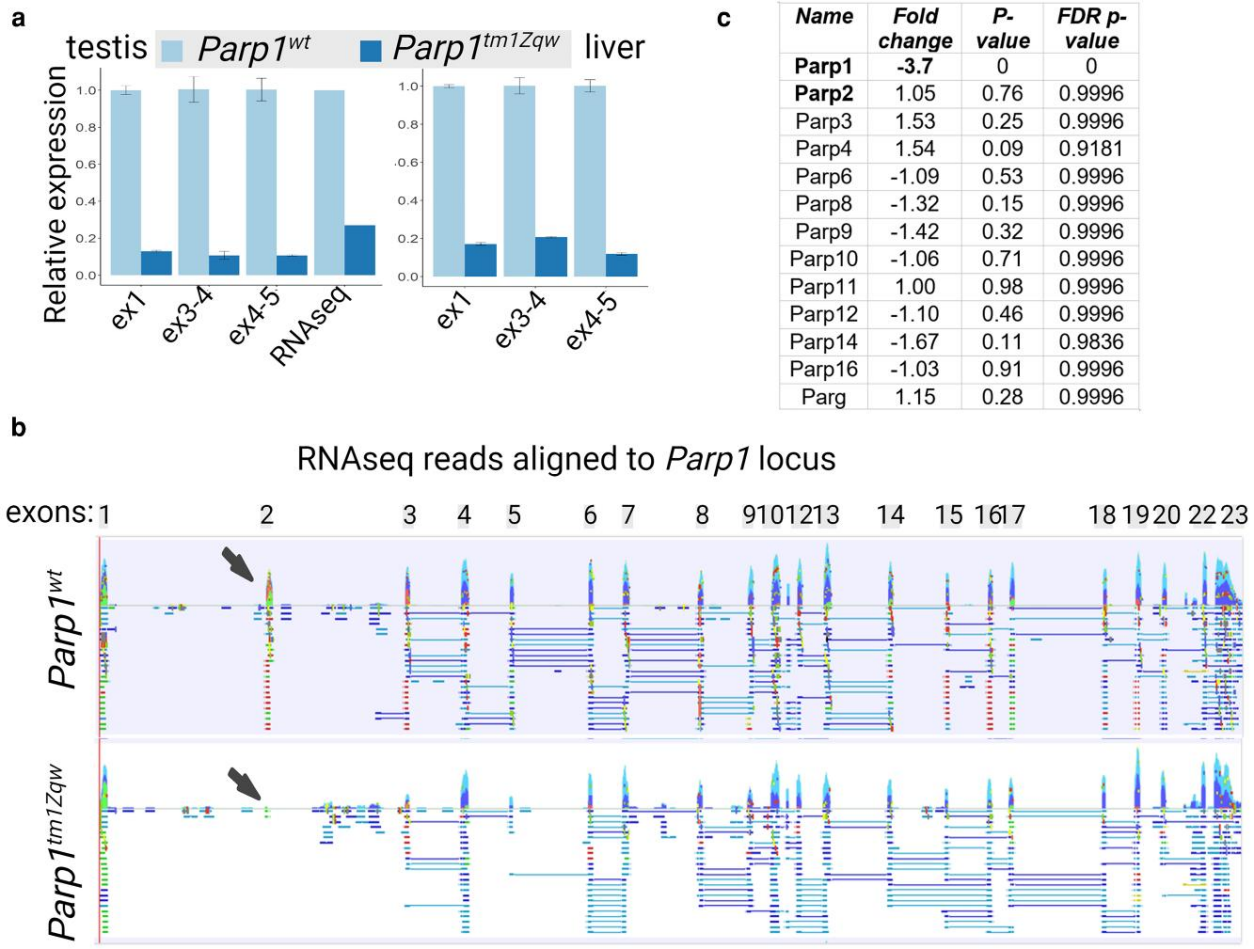
*Parp1* gene is expressed in *Parp1* knockout mice. a) qRT-PCR analysis with different sets of primers targeting first exon and exons after the neo cassette demonstrating the presence of *Parp1* mRNA in testis and liver of knockout mice. ex, exons of *Parp1* locus. b) *Parp1* gene complementary reads generated in RNAseq analysis in testis of control and *Parp1* knockout mice showing the presence of *Parp1* mRNA in both mouse strains. Exon 2 location is pointed by black arrow demonstrating the lack of exon 2–related reads in knockout mice. c) Differential expression analysis of *Parp* family members and *Parg* genes in testis of *Parp1* knockout mice.

### Splicing of PARP1 in *Parp1* knockout mice

To test if the *neo* cassette is spliced out, we designed primers in different exons to assess the RNA length between them (Fig. 3a). Regular PCR on cDNA from tissue of control and knockout mice was performed using forward primer in exon 1 and reverse primers in exons 2 and 4. The analysis demonstrated the presence of a shorter PCR product for *Parp1* knockout mice, lacking exon 2 length, indicating splicing from exon 1 to exon 3 (Fig. 3b). Subsequent sequencing of the PCR product and RNAseq analysis of *Parp1* corresponding reads confirmed direct splicing from exon 1 to exon 3 of the *Parp1* gene (Fig. 3c).

**Fig. 3.**
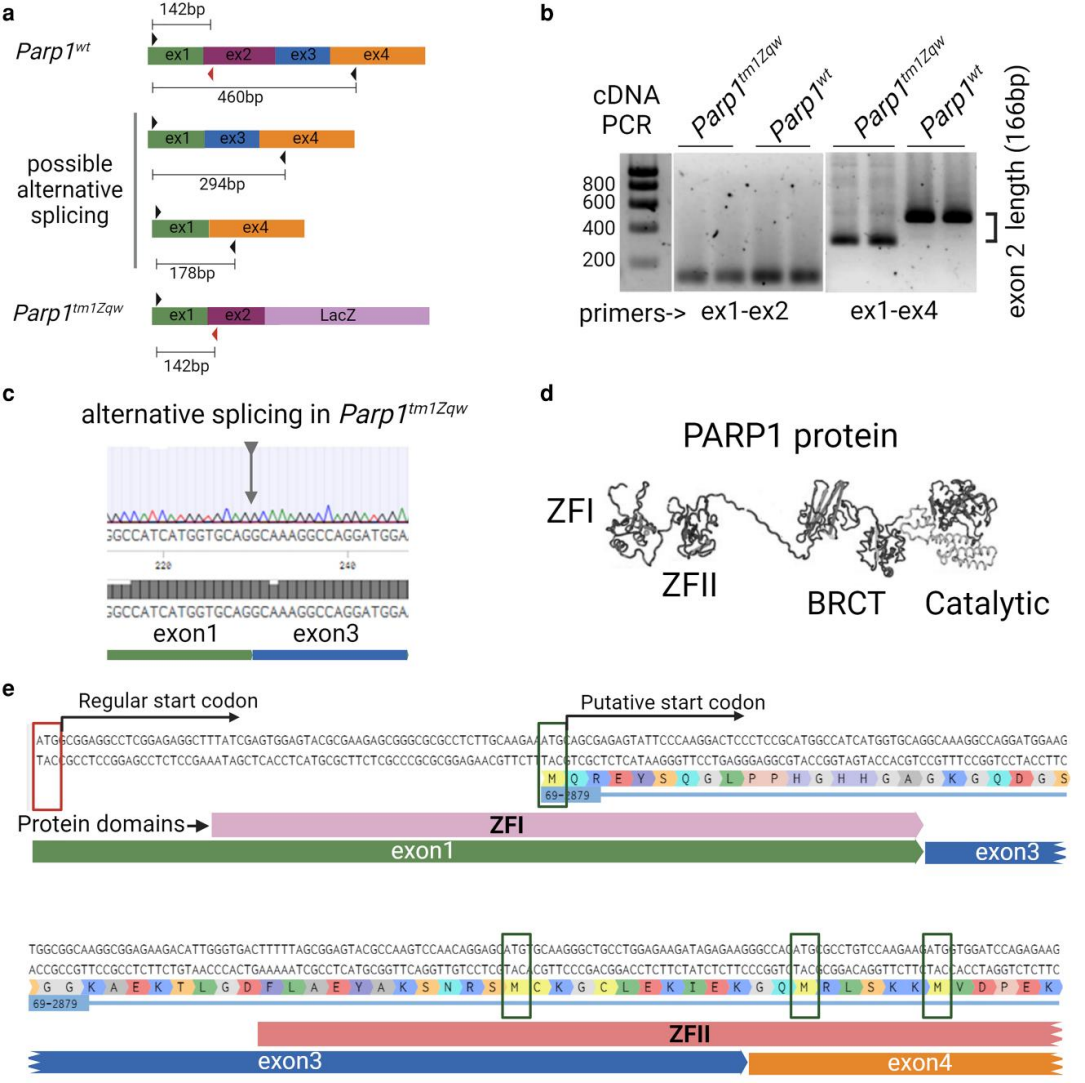
*Parp1* gene is alternatively spliced in *Parp1* knockout mice. a) Detection scheme of possible alternative splicing in Parp1 knockout mice. b) PCR amplification with testis cDNA from control and Parp1 knockout mice as a template and set of primers in exons 1 and 2 or exons 1 and 4. Agarose gel demonstrates the lower band amplified with primers in exons 1 and 4 from knockout mice that correspond the spliced out exon 2 in these mice. c) Sanger sequencing of PCR amplicon from a) demonstrating the splicing from exon 1 to exon 3 in knockout mice. d) The structure of PARP1 protein with ZFs, BRCT, WGR, and catalytic domains (Pinnola et al. 2007). e) The sequence of Parp1 cDNA with spliced exon 1 to exon 3 with classical (red, first codon) and putative (green, following codons) start codons, which could generate truncated version of PARP1 protein with disrupted ZFI or ZFI and II.

This splicing event leads to a frameshift, rendering it incapable of generating the proper PARP1 protein. However, several downstream start codons in first and third exons of *Parp1* mRNA could potentially produce truncated versions of PARP1 protein without ZF I or ZFs I and II (Fig. 3d and e).

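In the GENCODE M21 annotation of GRCm38, the full-length *Parp1* transcript has 23 exons and 3873 nt and encodes 1014 residues. Exon 1 is 225 bp long, of which 120 bp are coding, and exon 2 spans positions 180573652 to 180573817 of chromosome 1. The length of exon 2 is 166 bp, which leaves a remainder of 1 on division by 3, so that joining exon 1 to exon 3 shifts the reading frame. In the reference sequence this join reads GCATGGCCATCATGGTGCAG at the end of exon 1 and GCAAAGGCCAGGATGGAAGT at the start of exon 3. Read from the regular start codon, such an mRNA gives 40 residues from exon 1 and stops in exon 3 after 58 residues. A start codon at position 174 of this mRNA, in exon 1, lies out of the regular frame but joins the frame of PARP1 after the splice, and it opens a peptide of 936 residues of which the last 920 are those of PARP1 from residue 95 on. The start codon at position 309, in exon 3, opens 891 residues in the frame of PARP1, from residue 124 on. In exon 4, start codons at positions 348, 366 and 396 open 878, 872 and 862 residues in the same frame. The other start codons of exons 1, 3 and 4 open peptides of 14 to 58 residues. These lengths follow from the reference sequence alone, and the RNAseq counts per gene do not tell which start codon is used.

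**Figure D2:**
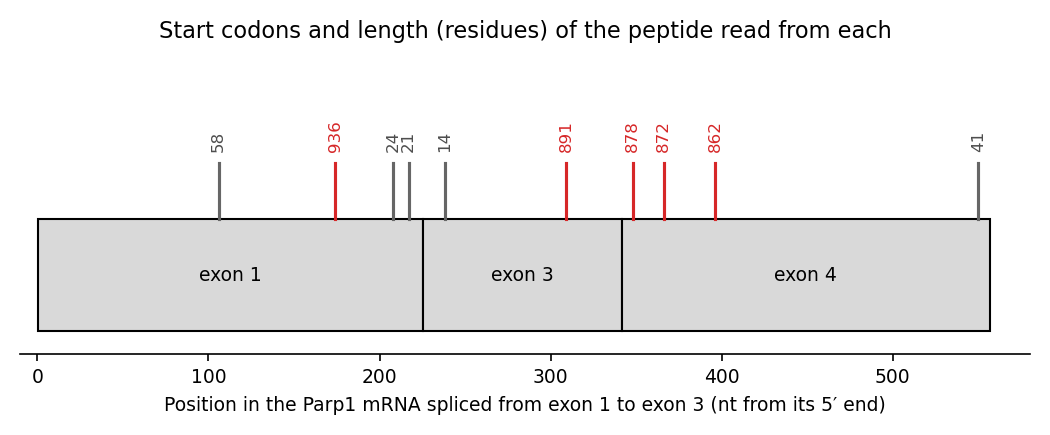
Map of exons 1, 3 and 4 in the *Parp1* mRNA spliced from exon 1 to exon 3, with positions in nt from its 5′ end. Vertical ticks mark the start codons, and the number above each is the length in residues of the peptide read from it, in red where it runs to the end of PARP1. The red ticks stand at 936, 891, 878, 872 and 862 residues.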

### *Parp1* knockout mice produce truncated PARP1 and retain highly efficient poly(ADP-ribosyl)ation activity

The presence of *Parp1* mRNA in knockout mice prompted the investigation into PARP1 on a protein level in tissues high for PARP1 level (testis, spleen, and thymus) and medium (liver). From a tested panel of different anti-PARP1 antibodies in western blotting, one revealed a shorter 90 kDa protein version in all studied tissues of *Parp1* knockout mice (Fig. 4a). This indicates the translation of the mRNA into a truncated PARP1 protein in these mice.

**Fig. 4.**
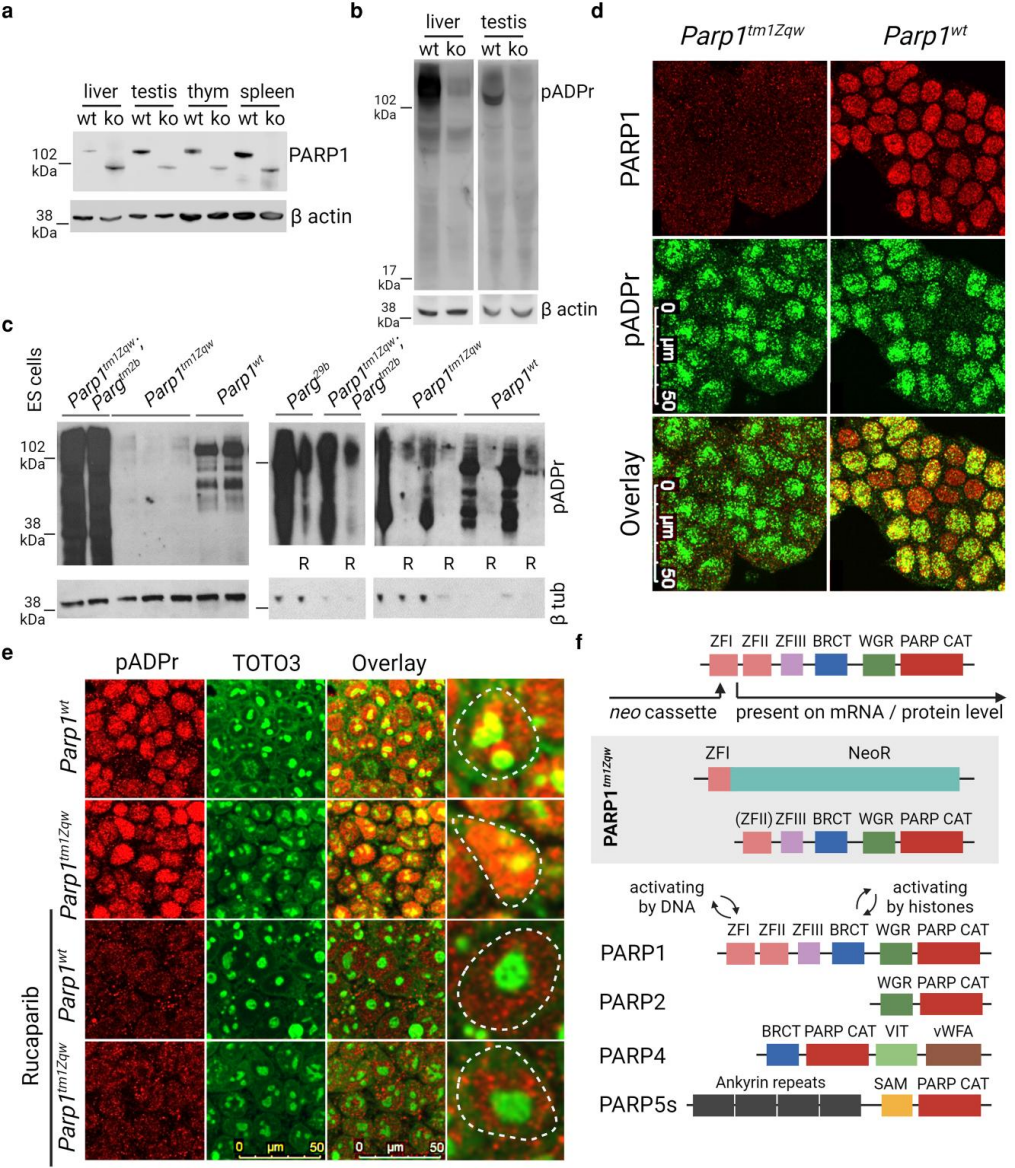
*Parp1* knockout mice express truncated version of PARP1 protein and produce elevated amount of pADPr. a) Western blotting analysis of different tissues of control and Parp1 knockout mice stained with antibodies toward whole PARP1 protein (Sero). The band with lower molecular weight is present in tissues of *Parp1* knockout mice. β-actin is shown as a loading control. b) Western blotting analysis of liver and testis from control and Parp1 knockout mice showing the presence but significantly lower amount of pADPr revealed by staining with antibody. β-actin is shown as a loading control. c) Western blotting of control, *Parp1* knockout, and *Parp1 Parg* double knockout ES cells stained with antibody against pADPr. The extreme accumulation of pADPr is noticeable in double *Parp1 Parg* knockout ES cells that can be reduced by rucaparib preincubation. β-tubulin is shown as a loading control. d) Immunofluorescence staining of ES cells established from control and *Parp1* knockout blastocysts with antibody against PARP1 (red, top panel) and pADPr (green, medium panel). No fluorescence signal is detected in *Parp1* knockout ES cells utilizing this antibody. However, the level of pADPr is the same in nuclei of control and knockout cells. e) Control and *Parp1* knockout ES cells were grown in the presence of 10 µM PARP inhibitor rucaparib for 24 h, and immunofluorescence staining was performed using reagent against pADPr (MABE1031) (red, left panel) and RNA marker TOTO3 (detects nucleoli in ES cell nuclei) (green, second from left panel). The reduced pADPr-related fluorescence intensity in rucaparib-treated cells demonstrate the successful PARP inhibition and specificity of pADPr staining. f) *Parp1* knockout and PARP protein family members with documented poly(ADP-ribosyl)ation activity and *Parp^1tm1Zqw^* locus.

As PARP1's primary activity is synthesizing pADPr, we examined pADPr level in knockout mice with western blotting analysis, confirming its presence at a lower level in *Parp1* knockout tissues (Fig. 4b) (Amé et al. 1999) and generated in the current study *Parp1* knockout ES (Fig. 4c). Surprisingly, immunofluorescence labeling did not demonstrate any difference between control and *Parp1* knockout ES cells (Fig. 4d and e). To verify the specificity of pADPr immunofluorescence and western blotting detection, we preincubated cells with PARP inhibitor rucaparib for 24 h. Decreased fluorescence and lower intensity band on western blotting were demonstrated in both control and knockout cells after rucaparib treatment confirming the correct pADPr detection (Fig. 4c and e).

Poly(ADP-ribosyl)ation is a very dynamic process, synthesized by PARP1. pADPr fast degrades by PARG protein, keeping PARP1 in unmodified and active state (Kotova et al. 2009). To estimate the intensity and efficiency of poly(ADP-ribosyl)ation in *Parp1* knockouts, we generated double *Parp1 Parg* knockout ES cells and performed the western blotting analysis. These ES cells demonstrated extreme accumulation of pADPr, which was even comparable to *Parg^29b^* hypomorph ES cells with catalytically inefficient PARG carrying 4 amino acid deletion in active center that could be successfully inhibited by rucaparib treatment (Fig. 4c) (Karpova et al. 2023). These results indicates that poly(ADP-ribosyl)ation remains highly efficient in *Parp1* knockouts.

## Discussion

We demonstrated that disrupted *Parp1* gene in the most utilized knockout mouse strain still expresses and produces truncated PARP1 possible via alternative splicing, which could explain the lack of developmental abnormalities in these mice.

In the original work on *Parp1* knockout mice, the presence of pADPr was demonstrated (Shieh et al. 1998). However, the absence of a truncated form of PARP1 protein in western blotting led researchers to search for other proteins with poly(ADP-ribosyl)ation activity, eventually discovering PARP2 protein and diverting attention away from investigating the potential leakage of *Parp1* expression (Amé et al. 1999). However, the difference in domain structure results in low probability of redundancy between PARP2 or other poly(ADP-ribosyl)ating protein and PARP1 (Fig. 4f).

Similarly, the other strain with disrupted exon 1 resulted to expression of PARP1 protein similar in size to the wild-type variant probably lacking ZF 1 (Masutani et al. 1999). These mice were claimed to be a total knockout, as it was believed that truncated PARP1 could not be activated (Ikejima et al. 1990). However, later research clearly demonstrated that PARP1 could be activated by histones in a ZF-independent manner (Fig. 4f) (Kotova et al. 2010; Thomas et al. 2019), and automodification with catalytic domains alone could successfully produce pADPr (Thomas et al. 2019). It was demonstrated both by successful activation of truncated PARP1 expressed from artificially created constructs and from PARP1 cleaved with caspase 3 in a cell-free system (Pinnola et al. 2007; Kotova et al. 2011; Thomas et al. 2014). The other *Parp1* knockout mouse strain with the disrupted exon 4 presents challenges for analysis due to difficulties in obtaining the strain (de Murcia et al. 1997). However, catalytic domain begins from exon 18, 18 kb away from exon 4, and the potential for truncated PARP1 protein expression remains highly plausible.

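In the GENCODE M21 annotation of GRCm38, exon 4 of *Parp1* ends at position 180579368 of chromosome 1 and exon 18 starts at position 180597290. The stretch between them is 17921 bp, and 18136 bp separate the start of exon 4 from the start of exon 18. Exon 18 is 99 bp long, and exons 18 to 23 end at position 180601254.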

Interestingly, high preweaning lethality and incomplete penetrance were reported for *Parp1* knockout mice with disrupted exon 4 generated by KOMP project, suggesting the developmental abnormalities. The inconsistent results could be related to the remaining low expression of *Parp1* gene. Recently, this *Parp1* allele was recovered into conditional knockout mice, and Cre-lox-driven deletion in adult mice did not affect their viability (Kunze et al. 2019).

PARP1 is an abundant protein critical for development, and its diminished presence in *Parp1* mutant mice may still be sufficient for pADPr production and fulfilling some functions. Using double *Parp1 Parg* knockout ES cells, we demonstrated its remarkable ability to generate pADPr, suggesting remaining PARP1-related activity. However, the results of this work do not rule out the possibility that the presented PARP1 has altered or no activity and is functionally different from wild-type PARP1, with PARP2 or other pADPr-related enzymes responsible for the remaining activity. Studying truncated PARP1 for functionality and catalytic activity is complex, and it is challenging to obtain results that completely clarify the problem. We believe the most efficient method to address this is to create a new *Parp1* knockout mouse strain with complete deletion at all levels, which we are planning to do.

Recently, two more *Parp1* mutant strains were generated: with catalytically inactive PARP1 (Shao et al. 2023) and with catalytically inactive truncated PARP1 that is expressed at a very low level (Kamaletdinova et al. 2023). Both strains demonstrated early developmental arrest, similar to studies performed on *Drosophila* (Tulin and Spradling 2003). Moreover, introduction of the same catalytically inactive PARP1 in adult mice did not affect viability, highlighting the importance of PARP1 in the developmental process (Kunze et al. 2019). Notably, Shao *et al.* (2023) generated mice with disrupted intron 21 and mutated key catalytic amino acid, which was claimed as null allele. No evidence was demonstrated to prove it, and no phenotypes or viability information is available. Future publications could shed the light on these important questions.

Therefore, our study revealed the hypomorph nature of the commonly used *Parp1* knockout mouse strains. Our study strongly prompts a reassessment and potential reinterpretation of the effects attributed to PARP1 depletion in various cellular processes and pathological conditions. These unexpected findings advocate for a critical reexamination of the role and contributions of residual PARP1 activity in the physiological and pathological contexts previously ascribed solely to complete PARP1 loss.

## Data Availability

The data that support the findings of this study are openly available at the GEO database (accession no. GSE248429). Other data are available on request from the corresponding author.

How the deposited data were processed for this re-analysis (not part of the article)

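Testis RNA of 2 control (wild type) and 2 *Parp1* knockout libraries was measured by RNAseq. The knockout allele, moved to C57Bl/J by crossing for 7 generations, is the one the paper describes. The authors selected poly(A) RNA, sequenced 150 bp paired-end reads, trimmed and aligned them to GRCm38 (mm10) in CLC Genomics Workbench 12.0, and deposited whole-number counts of reads on the exons of each gene. They also deposited their own comparison of the genotypes after TMM normalization, with a log2 fold change, a p-value and an adjusted p-value per gene. The paper's statistics section names a 2-tailed Student's test with a threshold of 0.05 for its experiments in general, and the text does not name the test behind the comparison columns of the RNAseq table.

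The deposited table has 77 columns and 25683 genes. Of its 67 columns of values per library 62 were not used here: the count columns of the 4 libraries and 1 column of exon lengths were. Those not used include unique reads, RPKM and TPM. Both sets of knockout columns carry the same heading, so that neither can be tied to one of the knockout samples, and the libraries are named by their number of reads. The titles of the knockout samples name a *Parg* line, whereas the genotype label, the series description and the paper name *Parp1*, and the mapping follows the latter.

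The deposited counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by edgeR's filterByExpr, with its minimum of 10 counts and genotype as group, which left 15834 genes. Library sizes were scaled by TMM, and knockout was compared with control by edgeR's quasi-likelihood test with genotype as the only term. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. The standard error of a log2 fold change was taken as the fold change over the square root of F, with 95% intervals from the degrees of freedom of the test. At 18103863 to 23503503 reads per library, the common dispersion was 0.0235. Gene lists were tested with camera on log2 CPM (prior count 2) with a preset correlation of 0.01, over the lists with at least 5 genes tested, out of 27 named. For lists too small for camera, single genes were counted.

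The 27 lists were the PARP family, the Fig. 2c genes, ADP-ribose hydrolases and readers, NAD metabolism, base excision and single-strand break repair, double-strand break repair, p53 targets, the type I interferon response, histone-to-protamine exchange, markers of spermatogonia, spermatocytes, round and elongating spermatids, Sertoli, Leydig and peritubular cells, macrophages, lymphocytes, endothelium, red blood cells, epididymis and adipose tissue, immediate early genes, mitochondrially encoded genes, reference genes, ribosomal protein genes and replication-dependent histone genes. The lists, the tests, the alternatives and the rule for the genes named were fixed before the data were examined, apart from those said to have been added later.

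The genes named in the text are every gene of Fig. 2c, up to 12 genes past the threshold with the largest rise and up to 12 with the largest fall among those with a mean log2 CPM of 0 or more and both knockout libraries on the same side of both control libraries (with fewer than 5 in a direction, the 5 with the smallest unadjusted p), up to 5 genes within 20 Mb of *Parp1* with the smallest p, in each list the members past the threshold and otherwise up to 3 with the highest mean expression, and *Ifi202b* and *Nnt* as markers of mouse strains. Genes of the X chromosome, *Nnmt* and *Pnp2* were picked after their values were seen. The alternatives were at one stage run on a shorter set of these genes, picked after values were seen, which left out many that change sign. The values given here use all genes of the rule except 2, which are not reported.

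The alternatives were DESeq2, edgeR's likelihood ratio test, limma voom, RLE and upper quartile scaling, no TMM, no filter, at least 10 counts in every library, a threshold of 0.1, windows of 10 and 30 Mb, an estimated correlation or fry for the lists, and leaving out each library in turn, where the lone library of a genotype is taken to vary like the other genotype. The procedure was tested on simulated counts with 200 genes changed by known fold changes and, for the lists, with 1 of 27 lists raised, which camera called along with 0 of the others.

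Shared sequence was measured as the percent of a gene's coding 31-base words, or of its whole transcript's where it has no coding sequence, that occur in transcripts of other genes of GENCODE M21, and 50% or more was taken as having a near-identical copy. Exon positions, the reading frame after joining exon 1 to exon 3 and the start codons were read from the same release with Python 3.11.15, and figures were drawn with matplotlib 3.10.9. Reads of single exons and of the neo cassette, qRT-PCR, western blots and other tissues were not analysed here.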

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

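The tests of copies were chosen after the result was seen, while the window around *Parp1* and the left-out libraries were planned. The values below are those of the 14 genes other than *Parp1* that passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which the paper does not discuss. Higher in knockout testis were *Sfi1* (log2 fold change 2.50) and *Atp8b4* (4.46). Lower were *Rd3* (-6.09), *AC159819.1* (-5.60), *Gm8362* (-5.18), *Rpl29* (-4.37), *Kpna2* (-4.21), *Rpl34* (-4.06), *Cpn1* (-3.89), *Grtp1* (-3.76), *Tas1r1* (-3.45), *Eif3j1* (-2.52), *Ston1* (-1.79) and *Rps3a1* (-1.47). Without control replicate 1, 5 of the 15 genes past the threshold still passed, and without control replicate 2, 7 did. All 15 kept their direction without any 1 library, which follows from both knockout libraries lying on the same side of both control libraries for each gene.

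Reads shared with near-identical copies could account for part of the 13 genes other than *Parp1* and *Rd3*, all themselves outside 20 Mb of *Parp1*. Of the 12 with a transcript in the annotation 6 (50%) have such a copy, against 1289 of 15799 other genes (8.16%). The odds ratio was 11.3 (95% interval 3.0 to 42.2, Fisher's exact test, two-sided p = 0.000179). This leaves *Grtp1*, *Cpn1*, *Tas1r1*, *Ston1*, *Sfi1* and *Atp8b4* without such a copy. The deposited unique reads were not used, so the effect of shared reads was not tested directly. For *Rpl29*, 1 such copy lies within 20 Mb of *Parp1*, so linked 129 DNA stays open for it too. For *Rd3*, linked 129 DNA cannot be told apart from an effect of the genotype: the genes within 20 Mb of *Parp1*, *Parp1* left out, reached an unadjusted p under 0.01 about as often as others (6 of 246 against 407 of 15587, odds ratio 0.932, 95% interval 0.337 to 2.08), and a strain difference in 1 gene would not raise that share. An effect of the loss of PARP1 on any of these genes, or of DNA of another strain elsewhere in the genome, stays open, since all knockout libraries share both the allele and the background.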

How the results depend on the processing

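Alternatives added after the data were examined were the authors' p-values over the genes tested, leaving out genes with near-identical copies, the ribosomal list without its 3 called genes, and all values for the X chromosome. No paired analysis was possible because both sets of knockout columns carry the same replicate number, and the fit with the replicate number as a block was therefore not run. The *Parp1* log2 fold change lay between -1.92 and -1.89 under 8 other tests, scalings and filters, past the threshold in each. It lay between -1.96 and -1.84 when 1 library was left out, no longer past the threshold without either control library, where the lone control library is taken to vary like the knockout libraries. The level of *Parp1* left moved between 25.7% and 28.0%. The number of Fig. 2c genes other than *Parp1* past the threshold was 0 under every test, scaling and filter and ran from 0 to 3 with 1 library left out. The number of genes past the threshold, 15, was 193 by DESeq2, 374 by the likelihood ratio test, 41 without TMM, 52 without a filter, 53 at an adjusted p under 0.1, 301 from the authors' p-values over the genes tested and 6 without genes that have near-identical copies, and it ran from 5 to 3735 with 1 library left out. All 15 were also called by DESeq2 and by the likelihood ratio test, and 10 by limma voom. Within 20 Mb of *Parp1* the number, 2, was 6 by DESeq2, 7 by the likelihood ratio test, 1 with at least 10 counts in every library, 1 within 10 Mb and 7 at an unadjusted p under 0.01, and it ran from 1 to 51 with 1 library left out. Of the gene lists, 3 passed, against 0 with an estimated correlation, 1 by fry, 0 without a filter, 6 with at least 10 counts in every library, 5 without TMM and 0 to 8 with 1 library left out. Genes that changed sign were, by DESeq2 *Brca2* 0.002637 and *Hist1h2br* -0.004547, with RLE scaling *Brca2* 0.00263, by the likelihood ratio test *Hist1h2br* -0.007818, by limma voom *Hist1h2br* -0.3009 and *Macroh2a1* -0.004113 and *Tnp2* -0.05563, without TMM *Hist1h2br* -0.05766 and *Id4* -0.006705 and *Macroh2a1* -0.01267 and *Parp11* -0.01457 and *Tnp2* -0.03216, with upper quartile scaling *Hist1h2br* -0.003711 and *Macroh2a1* -0.002448 and *Parp11* -0.001274, with at least 10 counts in every library *Macroh2a1* -0.003901 and *Parp11* -0.002622. With 1 library left out, the genes that changed sign had the ranges *Acrbp* -0.08279 to 0.1546, *Acta2* -0.5288 to 0.2589, *Actb* -0.05926 to 0.01613, *Actg2* -0.4623 to 0.209, *Adipoq* -0.08737 to 0.6525, *Alas2* -0.1205 to 0.3079, *Aptx* -0.03343 to 0.2305, *Brca2* -0.02579 to 0.02214, *Cd74* -2.012 to 0.5108, *Cdh5* -0.2034 to 0.1792, *Clu* -0.2076 to 0.2141, *Cst9* -0.2882 to 0.04152, *Dusp1* -0.1288 to 0.2791, *Hist1h2bp* -0.2208 to 0.4113, *Hist1h2br* -1.632 to 0.7477, *Id4* -0.04123 to 0.07482, *Insl3* -0.2299 to 1.362, *Ldhc* -0.04304 to 0.2403, *Lig3* -0.1201 to 0.01788, *Lyz2* -0.4897 to 0.06973, *Macroh2a1* -0.1201 to 0.1129, *Mdc1* -0.0811 to 0.0006628, *Mdm2* -0.02397 to 0.1831, *Mrc1* -0.06018 to 0.362, *Mylk* -0.484 to 0.04299, *Nadk* -0.004965 to 0.1992, *Nr4a1* -0.1691 to 0.03913, *Parp10* -0.2704 to 0.05826, *Parp11* -0.07103 to 0.0743, *Parp16* -0.5267 to 0.285, *Parp3* -1.107 to 1.359, *Pgk2* -0.2444 to 0.3399, *Polb* -0.129 to 0.2865, *Ppia* -0.05512 to 0.1991, *Prm1* -0.7579 to 0.3675, *Prm2* -1.097 to 0.3585, *Ptprc* -0.1897 to 0.2107, *Rpl13a* -0.3106 to 0.1676, *Sesn2* -0.07955 to 0.2426, *Tnp2* -0.5154 to 0.407, *Tssk1* -0.01142 to 0.4195, *Tssk2* -0.2294 to 0.5291, *Uchl1* -0.00279 to 0.04374. Over the genes named by the rule, apart from 2 that are not reported, 992 other values kept their direction and side of the threshold, 90 passed where they had not, 21 no longer passed and 78 changed sign. A shorter set of genes, on which these were at one stage counted, had left out many of those that change sign. Apart from the left-out libraries and the looser threshold, the cause was not tested. With 2 libraries per genotype, the difference between the knockout libraries limits what can be called.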

Other observations

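All tests in this part were chosen after the results were seen, apart from the gene lists, the window around *Parp1* and the strain markers. The X chromosome was picked after all chromosomes had been looked through. Further tests were run and seen but are not weighed: a general fall of ribosomal mRNA (median of the other genes -0.04) and the share of germ cells for *Rd3* (lowest germ cell list -0.26), both against, RNA quality for the knockout pair (largest median -0.234), neighbouring genes without copies that both had an unadjusted p under 0.01 (12 pairs against a median of 6 in 10000 random placements, permutation test, p = 0.018, none with a gene past the threshold), and a comparison of the knockout library with fewer reads with the other 3 libraries, in which the elongating spermatid markers had a median of -0.843, replaced by the comparison of the knockout libraries with each other.

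Genes of the X chromosome with an unadjusted p under 0.01 all had positive values in knockout testis, while 0 passed the adjusted threshold. Of 720 tested, 42 had an unadjusted p under 0.01 as higher and 0 as lower, against 129 higher and 237 lower of 15000 genes of the autosomes (odds ratio for a higher value 7.14, 95% interval 4.87 to 10.3, Fisher's exact test, two-sided p = 1.19e-19, with genes taken as independent). Of the 720, 0 passed edgeR's quasi-likelihood test at an adjusted p of 0.05, while DESeq2 called 11 and the likelihood ratio test 35, all higher, and limma voom called 0. Those with the smallest p were *Gm7073* (log2 fold change 0.95), *Cypt2* (0.83) and *Tgif2lx2* (0.83), of which *Tgif2lx2* shares 100% of its coding sequence with other genes. Of 10 *H2al* genes, which encode histone variants of spermatids, 6 were among the 42, but 4 of these share at least 88.1% of their sequence, and the family was not tested as a group. The median of the X chromosome genes was 0.16, against 0.00 on the autosomes, and it was 0.04 in the knockout library with more reads and 0.25 in the one with fewer reads. By camera the X chromosome genes had a p of 6.8e-10 with the preset correlation, and a p of 0.0944 with an estimated correlation. Without the knockout library with fewer reads the median of the X chromosome genes was 0.0358, against -0.0129 for the other genes. Without the one with more reads it was 0.249, against -0.00834, so the rise of the median over all 720 genes is small in 1 of the knockout libraries. The 42 genes each lay above control in both knockout libraries, as with *Cypt2* (0.947 with more reads and 0.71 with fewer). A small p favours genes on which the libraries of a genotype agree, so this is partly due to how they were picked. Without control replicate 1 or 2 the median of the 720 genes was 0.148 or 0.21. There the lone control library is taken to vary like the knockout libraries, and far fewer genes than 42 had an unadjusted p under 0.01 as higher.

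For the X chromosome, reads shared between copies are argued against as the whole source, since among genes without near-identical copies 24 of 542 were higher at an unadjusted p under 0.01 against 100 of 13963 on the autosomes (odds ratio 6.42, 95% interval 3.9 to 10.2, Fisher's exact test, two-sided p = 2.63e-11). A higher share of round spermatids may contribute and cannot be told apart: their markers had a median of 0.209, but stood at 0.34 in the knockout library with more reads and at -0.04 in the one with fewer reads. The median of all 720 X chromosome genes had the opposite order (0.04 and 0.25). Among the 42 with an unadjusted p under 0.01 both orders occurred, as with *Cypt2* (0.947 and 0.71) and *Btg1c* (0.746 and 1.02). An effect of the loss of PARP1 on the X chromosome, or of DNA of another strain on the X chromosome or elsewhere, stays open and was not tested.

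The difference between the knockout libraries exceeded that between the control libraries, with a root mean square difference of 0.551 (log2) against 0.342, and lay within the range between genotypes, 0.511 to 0.61. Unequal numbers of reads are argued against: after thinning to 18094753 reads the root mean square difference of the knockout pair was still 1.57 times that of the control pair, against 1.61 times before. An unequal share of elongating spermatids may contribute, since their 13 markers had a median difference of -1.13 between the library with fewer reads and that with more. This was lower than each of 10000 random lists matched on expression. Those lists were drawn gene by gene, while the markers vary together (estimated correlation 0.995). Any list of genes that vary together falls outside them more easily, so the comparison cannot single out elongating spermatids. Only 13 of 24 lists lay on the other side of 0, so that the test was met narrowly. An unequal share of somatic cells cannot be told apart, since the markers of Leydig cells (0.57), macrophages (0.61), peritubular (0.28) and Sertoli cells (0.23) were higher in the library with fewer reads but those of endothelium (-0.115) were not, within their spread. The age or the state of the single mice is not known here and stays open.

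Within 20 Mb of *Parp1*, 247 genes were tested, and 2 of them passed, *Parp1* and *Rd3*, against 13 of 15587 elsewhere (Fisher's exact test, two-sided p = 0.0223). With *Parp1* left out it was 1 of 246 (p = 0.197, by the same exact test). At an unadjusted p under 0.01 the share in this window, 2.44%, was reached or exceeded in 163 of 373 windows of the same width across the genome. These windows were placed every 5 Mb and overlap, so neighbouring windows hold many of the same genes and are not independent. Among the genes near *Parp1* with the next smallest p were *Kcnj9* (log2 fold change -0.71, 8.24 Mb away) and *Gm7694* (1.35, 10.3 Mb), which did not pass edgeR's quasi-likelihood test or limma voom, while DESeq2 and the likelihood ratio test called both, and the authors' deposited table gives them adjusted p-values of 0.00945 and 1.88e-05. The strain markers *Ifi202b* (-0.34, 6.59 Mb from *Parp1*) and *Nnt_1* (-0.33) did not pass by any of these tests. *Nnt_2* had 0 reads in all libraries. *Ifi202b* held 19 and 18 reads in the control libraries, and 12 and 14 in the knockout libraries with more and with fewer reads. With so few reads its 95% interval ran from -1.39 to 0.70. This marker therefore cannot decide whether DNA of another strain lies near *Parp1*.

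Genes of other lists stood as follows, as medians of the log2 fold change with the adjusted p of camera: spermatocyte markers 0.08 (0.867), round spermatid markers 0.21 (0.0544), elongating spermatid markers 0.00 (0.867), Sertoli cell markers 0.07 (0.544), Leydig cell markers 0.12 (0.968), peritubular markers -0.22 (0.106), macrophage markers 0.00 (0.867), lymphocyte markers 0.02 (0.867), endothelial markers -0.35 (0.0945) and erythroid markers -0.61 (0.0544). The PARP family had a median of -0.03 (0.327), the Fig. 2c genes other than *Parp1* -0.08 (0.534), ADP-ribose hydrolases and readers -0.01 (0.9), NAD metabolism 0.07 (0.867), base excision and single-strand break repair -0.05 (0.111), double-strand break repair -0.03 (0.867), p53 targets 0.13 (0.867), the interferon response -0.29 (0.106), histone-to-protamine exchange 0.00 (0.9), immediate early genes 0.04 (0.867) and reference genes -0.02 (0.968). Leydig cell genes for steroid synthesis, *Cyp11a1* (-0.48) and *Cyp17a1* (-0.51), did not pass edgeR's quasi-likelihood test. Of lists too small for camera, the 2 adipose and 3 replication-dependent histone genes tested had medians of -0.06 and 0.13, with 0 and 1 past the test when adjusted over the list alone. Of the epididymis markers only *Rnase10* was tested, with 35 and 40 reads in the control libraries and 0 and 1 in the knockout libraries with more and with fewer reads, and did not pass edgeR's quasi-likelihood test over all genes tested or limma voom (log2 fold change -5.76), while DESeq2 and the likelihood ratio test called it, and the authors' deposited table gives an adjusted p-value of 0.00377. Its neighbour *Pnp2* (-6.74), picked after its value was seen, did not pass the quasi-likelihood test either. In the first 20 Mb of chromosome 14, 27 of 114 genes (23.7%) had an unadjusted p under 0.01, 15 higher and 12 lower, against 2.61% of all genes tested. Between 10 and 20 Mb of chromosome 5 it was 11 of 36 (1 higher, 10 lower), and of 10 *Speer* genes it was 2, both lower. These regions and families were picked after their values were seen.

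Members with the highest expression in the lists, named by the rule fixed beforehand, had these log2 fold changes, and 0 of them passed edgeR's quasi-likelihood test adjusted over all genes tested. In the list Sertoli cell markers, *Aard* (0.06), *Clu* (0.02), *Cst9* (-0.12). In the list round spermatid markers, *Acrbp* (0.04), *Tssk1* (0.22), *Tssk2* (0.20). In the list peritubular and smooth muscle markers, *Acta2* (-0.14), *Actg2* (-0.09), *Mylk* (-0.20). In the list qRT-PCR reference and common reference genes, *Actb* (-0.02), *Ppia* (0.08), *Rpl13a* (-0.05). In the list adipose markers, *Adipoq* (0.33), *Plin1* (-0.46). In the list ADP-ribose hydrolases, readers and PARP1 cofactors, *Adprh* (0.10), *Chd1l* (-0.08), *Macroh2a1* (0.00). In the list erythroid markers, *Alas2* (0.11), *Hba-a1* (-0.49), *Hbb-bs* (-0.61). In the list base excision and single-strand break repair, *Aptx* (0.10), *Lig3* (-0.05), *Polb* (0.09). In the list double-strand break repair, *Brca2* (0.00), *Mdc1* (-0.04), *Trp53bp1* (-0.06). In the list lymphocyte markers, *Cd3d* (0.30), *Cd4* (-0.72), *Ptprc* (0.02). In the list macrophage markers, *Cd74* (-0.26), *Lyz2* (-0.18), *Mrc1* (0.16). In the list endothelial markers, *Cdh5* (-0.03), *Eng* (-0.54), *Vwf* (-0.28). In the list type I interferon response, *Dhx58* (-0.29), *Stat2* (0.51). In the list spermatogonia markers, *Dmrt1* (-0.07), *Id4* (0.02), *Uchl1* (0.02). In the list immediate early genes, *Dusp1* (0.09), *Jun* (0.57), *Nr4a1* (-0.06). In the list replication-dependent histone genes, *Hist1h2bp* (0.13), *Hist1h2bq* (1.255), *Hist1h2br* (0.01). In the list spermatocyte markers, *Ldhc* (0.10), *Pgk2* (0.08), *Piwil1* (0.10). In the list p53 target genes, *Mdm2* (0.08), *Sesn1* (0.17), *Sesn2* (0.09). In the list mitochondrially encoded genes, *mt-Co1* (-0.21), *mt-Co2* (-0.27), *mt-Co3* (-0.20). In the list NAD metabolism, *Nadk* (0.10). In the list histone-to-protamine exchange, *Tnp2* (0.02). Those whose sign depends on the processing are given with the alternatives.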
